A study of Homo sapiens with 9 samples. Its data were reported in "SNHG5 promotes colorectal cancer cell survival by counteracting STAU1-mediated mRNA destabilization" (2016).

How the data were processed

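RNA was sequenced from HCT116 cells, an established human colorectal cancer line, after reverse transfection with small interfering RNAs (siRNAs) at 25 nM. Per the labels, total RNA was purified with oligo-dT and read as single ends of 50 bases on an Illumina HiSeq instrument. The 9 libraries fall into 3 groups of 3 by the labels: a control siRNA and a pair of siRNAs against the long non-coding RNA SNHG5, called siRNA A and siRNA B. The control was a commercial non-targeting siRNA. Which of the study's own names for its siRNAs belongs to A and which to B was not stated on the labels, and no such link was made here. The group and the replicate number of every column were read from the column name, which matched the title of 1 library each.

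The authors deposited a single table of CPM values, the reads of each gene divided by the library total and brought to a fixed common total, with 15354 rows, 1 per gene, and 9 columns. The aligner, the counting program, the genome build and the use of strand were not stated for these libraries. Every value in the deposited CPM table was a whole multiple of the value of 1 read in its library, so 100% of the values came out as whole reads. The library totals that the authors divided by were recovered in the same way and ran from 15566530 to 23277549 reads. The rows of the table held from 99.8558% to 99.8982% of those totals, so reads of rows not analysed here entered the totals. No scaling between libraries beyond the total was present in the CPM values. Low rows were kept by the authors: 244 rows were 0 in every library.

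The gene identifiers carried versions from the era of the GRCh37 build. They were matched without the version to the GENCODE annotation lifted to GRCh37, and 14871 of the 15354 identifiers matched, leaving 483 without a match. Older symbols were matched through the synonyms of a RefSeq gene table. Coordinates given below are those of that annotation on GRCh37, not of the authors' files. Genes that overlap another gene on either strand are named as such, because the authors' counting could have split their reads. Of the genes named by the rule below, IRX4, CPNE1, STAU1, ARF1, BCL2L1, BCL2, GAPDH, ACTB, MYC and MALAT1 overlap another gene too. For these the overlap is not repeated below.

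The tests had been planned for counts. Since the table held CPM, the main test was limma on log2(CPM + 1), after each library had been scaled by its TMM factor (trimmed mean of M values). A fold change on this scale understates the change of genes with low values. Genes with at least 1 CPM in at least 3 of the 9 libraries were tested, which left 13893 genes, or 90.5% of the rows. All 9 libraries entered 1 linear model with a mean per group. The variance was moderated with a trend on the mean, and p-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison. Comparisons were siRNA A against control, siRNA B against control, the mean of both siRNAs against control, and siRNA A against siRNA B. A threshold of 0.05 on the adjusted p-value was used, with a fold change over 3 as a second condition where stated. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 (for the TMM factors and the count test) and DESeq2 1.42.0. Sequence scans and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

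The edgeR quasi-likelihood test was run on the recovered reads of the same genes as an added alternative. It called 7160 genes for siRNA A against control and 4780 for siRNA B against control. Of these, 7070 and 4675 were also called by limma.

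TMM scaling moved the comparisons relative to library totals. The factors averaged 1.14 for control, 0.886 for siRNA A and 0.988 for siRNA B, so the totals alone shift a log2 ratio against control by −0.37 for siRNA A and −0.21 for siRNA B. On the log2(CPM + 1) scale the shift is smaller for genes with low values. The median log2 fold change of all tested genes was −0.02 for siRNA A and 0.0043 for siRNA B on the TMM scale, and −0.34 and −0.18 with the totals alone. All directions below are relative to the TMM scale unless another is named.

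Depth set the precision of low values. A value of 1 CPM stood for 15.6 to 23.3 reads, with a counting error of 20.7% to 25.3%. The level that 3 reads give, taken as the floor, was 0.129 to 0.193 CPM. Reads carried no molecular identifiers, so these errors and floors cover counting error only.

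Before groups were averaged, libraries of the same group were compared. Their log2 values correlated across genes with r from 0.983 to 0.994. The chi-square statistic of their reads was at least 13.0 per degree of freedom, so no pair agreed within sampling noise and all were kept as separate replicates. The replicate numbers were then checked for pairing, by the correlation across genes of the deviations of same-numbered libraries from their group means. Between control and siRNA A the correlations were 0.65, 0.41 and 0.13 for numbers 1, 2 and 3, so these numbers paired the libraries of those groups. The labels do not say what a number stands for.

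Gene lists were written before the data were examined. They held some of the transcripts that the study had found bound to SNHG5 (9 genes, not all that it mapped), and lists written from general knowledge for the STAT3 pathway (26), DNA replication (40), mitosis (38), p53 targets (34), host genes of small nucleolar RNAs (20, without SNHG5) and the interferon response (40). Each was tested with camera from limma on the same log2 matrix, without the observation weights first planned, with an inter-gene correlation preset to 0.01, two-sided, with adjustment over the 14 tests. The difference between the siRNAs was tested in the same way over the 7 lists.

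Single genes named below follow a rule that was also fixed before the data were examined. SNHG5, its reported partners, STAU1, ARF1, STAT3, BCL2L1, BCL2, GAPDH, ACTB, RPLP0, HPRT1 and MYC were named whatever their result. SNORD50A and SNORD50B, the small nucleolar RNAs hosted by SNHG5, were not analysed here. Beyond these, the rule took for each siRNA the 3 largest rises and the 3 largest falls. Eligible genes had an adjusted p-value under 0.05, a mean log2 CPM of at least 2, and all 3 siRNA libraries on one side of all 3 control libraries. For both siRNAs together it took the 5 largest rises and the 5 largest falls under the same conditions, ranked by the smaller of the changes.

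GC content and length were taken from the annotated transcripts, and GC content was known for 96.1% of the genes tested. The GC correction subtracted a loess curve with span 0.3 of each library's deviation against GC content. For the scan of 3′ untranslated regions (3′ UTRs), every sequence of 6 or 7 bases present in at least 30 of 11790 genes with an annotated 3′ UTR was scored. The score was a z value for the ranks of the log2 fold changes of genes with the sequence, after linear adjustment for length and GC content of the 3′ UTR and for expression.

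The tests of genes and lists and the sequence scan were tried on simulated data. Far fewer genes were changed there than were called here, as many up as down. The simulation held no GC trend, no pairing and no shift between groups as large as that of the TMM factors here. It therefore does not show how the tests do under those. With 200 of 13734 simulated genes changed, limma recovered 95% with 15 false calls, the edgeR test 94.5% and DESeq2 90%. Of 14 simulated list tests 1 was called, the list that had been shifted. Of 10 sequences of each length planted among 11790 genes, 10 ranked first. They were planted in shuffled fold changes, which hold no trend with length or GC content, so the adjustment for these was not tested.

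Correlations and overlaps between comparisons that share the control libraries were set against 50 simulated draws of unchanged groups against the same controls. Alternatives chosen before the data were examined covered scaling by RLE size factors or library totals, the filter, the pseudocount, DESeq2, the replicate number as a block, the groups in the model, the thresholds, the set test and leaving out each library in turn. The edgeR test on recovered reads, the GC correction, with and without the block, and for SNHG5 the scaling to GAPDH or to the mean log2 value of GAPDH, RPLP0 and HPRT1 were added after the data had been seen. No column of the table was left out.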

Results

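The data were RNA-seq profiles of HCT116 cells transfected with a control siRNA or with siRNA A or siRNA B against SNHG5, with 3 replicate libraries per group. SNHG5 is a long non-coding RNA whose introns hold small nucleolar RNAs (snoRNAs), and the series was made to learn which transcripts change when it is depleted. The control libraries held 22050313, 19313669 and 20741662 reads. Those labelled siRNA A held 21037013, 15566530 and 20407414 reads, and those labelled siRNA B held 21596192, 16340856 and 23277549 reads. The median gene stood at 23.8 to 25.6 CPM in the control libraries, at 16.6 to 17.7 CPM in those labelled siRNA A and at 18.97 to 21.2 CPM in those labelled siRNA B. Between groups, log2 values of pairs of libraries correlated across genes with r from 0.950 to 0.977, below the range within groups. The first principal component held 50.5% of the variance and separated control from siRNA A with siRNA B between them. The second held 24.7% and separated siRNA B from the other groups.

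The targeted gene was examined first, in every library. SNHG5 (ENSG00000203875.5) lies on chromosome 6 from 86360209 to 86388650 on the minus strand of GRCh37, and its 6-exon transcript runs from 86386800 to 86388466. The annotated gene overlaps PKMP3 and a further unnamed gene, so its reads are uncertain to that extent. SNHG5 stood at 35.6, 26.3 and 28.6 CPM in the control libraries, from at least 508 reads each. It stood at 63.9, 50.0 and 61.5 CPM in the libraries labelled siRNA A and at 47.8, 47.7 and 45.2 CPM in those labelled siRNA B. After TMM scaling the means were 26.5 ± 4.66 CPM for control, 65.9 ± 6.45 CPM for siRNA A and 47.5 ± 2.40 CPM for siRNA B (SD, n = 3 each). The log2 fold change against control was 1.29 for siRNA A (SE 0.13, limma, adjusted p = 1.86e-05) and 0.83 for siRNA B (SE 0.13, limma, adjusted p = 5.90e-04). The targeted gene was thus higher, not lower, in all 6 libraries labelled as knock-downs, both in CPM and after TMM scaling, which goes against the labels. For that reason the groups below are named by their labels, and every direction given below is one between libraries labelled siRNA A, siRNA B and control. Scaling by library totals alone left the SNHG5 value at 0.93 for siRNA A and 0.63 for siRNA B. Scaling to GAPDH, a reference gene of the study's PCR that itself rose on the TMM scale, moved it most. SNHG5 then changed by 0.43 with siRNA A (SE 0.18, limma, adjusted p = 0.0404) and by 0.0086 with siRNA B (SE 0.18, limma, adjusted p = 0.966). Scaled to the mean of GAPDH, RPLP0 and HPRT1 it changed by 0.70 (limma, adjusted p = 0.00240) and 0.20 (limma, adjusted p = 0.302). So relative to those genes no change of SNHG5 was detected with siRNA B.

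The libraries labelled siRNA A were compared with those labelled control. Of 13893 genes, 7145 had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment, 3314 higher and 3831 lower. A fold change over 3 was reached by 190 of them, 61 higher and 129 lower, or 27 and 347 with library totals alone. The share of higher genes among the calls was 46.4%, and scaling by library totals alone changed it to 16.1%, with 1257 higher and 6532 lower. The setting that moved the number with a fold change over 3 most upwards was the edgeR count test on recovered reads, which gave 485. In 8260 genes (59.5%) the 3 libraries labelled siRNA A lay entirely on one side of the 3 control libraries, where chance gives 10%.

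The libraries labelled siRNA B differed from control in fewer genes. Here 4719 genes had an adjusted p-value under 0.05 in limma, 2172 higher and 2547 lower, and 82 of them changed more than 3-fold, 19 higher and 63 lower, or 12 and 107 with library totals alone. Without control replicate 2 the number of higher genes was 1395. The share of higher genes was 46.0%, and 18.8% under scaling by library totals alone. Groups did not overlap in 6609 genes (47.6%) against the 10% of chance. The mean of both siRNAs differed from control in 6317 genes, 2893 higher and 3424 lower. The higher share was 45.8%, and 15.6% with library totals alone.

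The largest changes in the libraries labelled siRNA A were rises of CXCL8, EID3 and CCN1 and falls of TMEM54, CTDSPL and ADI1. CXCL8 (chromosome 4, 74606236 to 74609433) rose from 1.92 ± 1.26 to 33.1 ± 20.5 TMM-scaled CPM (SD, n = 3 each), a log2 fold change of 3.48 (SE 0.38, limma, adjusted p = 3.27e-05). Its 3 control libraries held 0.932 to 3.72 CPM, so counting error was large there. TMEM54 (chromosome 1, 33360195 to 33367039) fell from 36.2 ± 3.44 to 4.35 ± 0.552 CPM, a log2 fold change of −2.80 (SE 0.12, limma, adjusted p = 2.75e-07). In the libraries labelled siRNA B it stood at 35.6 ± 2.21 CPM, with a log2 fold change of −0.02 (limma, adjusted p = 0.907), and the difference between the siRNAs was −2.78 (adjusted p = 5.56e-07). TMEM54 overlaps HPCA on the other strand, and CTDSPL holds MIR26A1. EID3 lies inside TXNRD1 on the same strand, so its reads are uncertain.

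The largest changes in the libraries labelled siRNA B were rises of HMOX1, EID3 and MALAT1 and falls of ADI1, CDC34 and GLRX5. HMOX1 (chromosome 22, 35776354 to 35790207) rose from 57.9 ± 30.2 to 603 ± 187 TMM-scaled CPM, a log2 fold change of 3.47 (SE 0.37, limma, adjusted p = 5.64e-05). MALAT1, the nuclear long non-coding RNA on chromosome 11, took 5924, 3011 and 4731 CPM in the control libraries. It took 14747, 17474 and 18400.2 CPM in those labelled siRNA B, with a log2 fold change of 2.15 (SE 0.25, limma, adjusted p = 9.49e-05). GLRX5 (chromosome 14, 95999840 to 96011061) fell from 96.8 ± 8.03 to 14.6 ± 3.12 CPM with siRNA B, a log2 fold change of −2.66 (limma, adjusted p = 6.30e-07). With siRNA A its log2 fold change was −0.24 (adjusted p = 0.188), or −0.61 with library totals alone (adjusted p = 0.00603), and the difference between the siRNAs was 2.42 (adjusted p = 2.01e-06). GLRX5 overlaps SNHG10 and SCARNA13 on the other strand.

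The use of a pair of siRNAs asks which changes both share. In the same direction 3043 genes passed an adjusted p-value of 0.05 with both siRNAs, 1424 higher and 1619 lower, which was 42.6% of the siRNA A calls and 64.5% of the siRNA B calls. Scaling by library totals alone gave 473 higher and 3240 lower. Without control replicate 2 the number higher with both was 920. In opposite directions 246 genes passed with both. That number was 155, 137 and 118 without control replicate 1, 2 and 3, and 376 with the replicate number as a block. A fold change over 3 with both siRNAs was reached by 31 genes, 11 higher and 20 lower, and by 0 in opposite directions, also 0 at an unadjusted p-value under 0.05. Scaling by library totals alone gave 6 higher and 48 lower. Without control replicate 2 the number higher by that much was 6. The fitted fold changes depended on the pseudocount, and 80 genes reached that limit with a pseudocount of 0.1 in place of 1. The log2 fold changes of both siRNAs correlated across all tested genes with r = 0.63, where genes are not independent replicates. Both comparisons used the same control libraries, and 50 simulated draws of unchanged groups against those controls gave r = 0.499 on average and 0.527 at most. The sign was the same in 71.8% of genes, against 66.6% on average in the draws. The draws gave at most 1 gene past the threshold in both comparisons.

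Among the genes that both siRNAs changed, the largest rises were those of EID3, PARD6B, HMOX1, SMIM15 and CCN1, and the largest falls those of ADI1, PPP1CA, CDC34, SEMA6B and CRELD2. PARD6B (chromosome 20, 49348117 to 49373332) rose from 20.3 ± 1.91 TMM-scaled CPM in control to 126 ± 13.7 with siRNA A and 93.1 ± 14.7 with siRNA B. ADI1 (chromosome 2, 3501137 to 3523302) fell from 57.0 ± 9.42 CPM to 7.97 ± 0.302 with siRNA A and 7.60 ± 1.24 with siRNA B. Its log2 fold changes were −2.68 and −2.75 (SE 0.15, limma, adjusted p = 5.87e-07 and 5.78e-07). SMIM15 had a log2 fold change of 2.02 with siRNA B (SE 0.10, limma, adjusted p = 5.30e-07), and differed by −0.01 between the siRNAs (adjusted p = 0.933). ADI1, PPP1CA, SEMA6B, CRELD2 and SMIM15 each overlap a gene on the other strand.

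**Figure D1:**
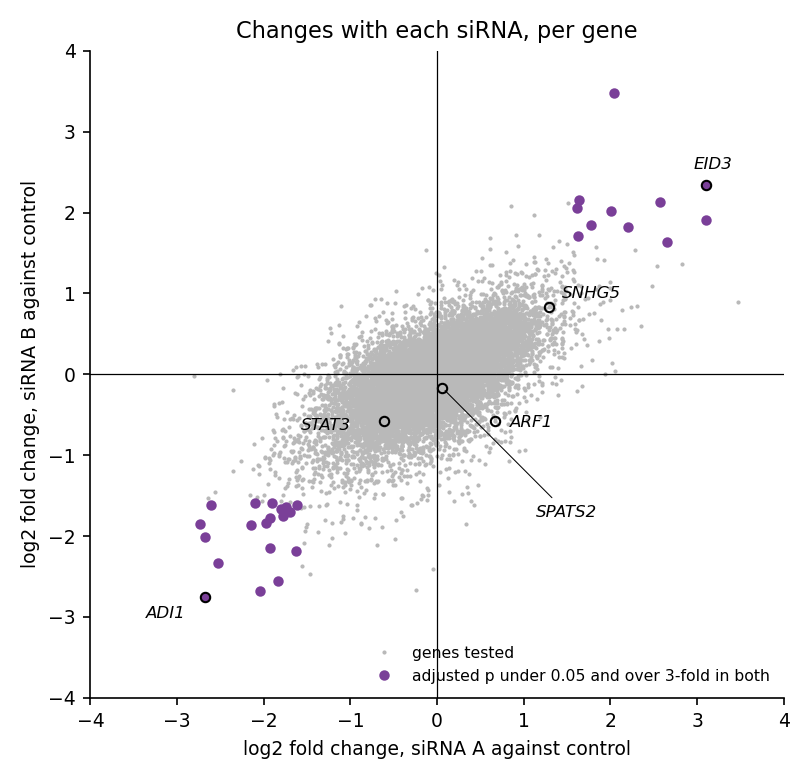
Log2 fold change on the log2(CPM + 1) scale of each of 13893 genes, siRNA A against control on the horizontal axis and siRNA B against control on the vertical axis, each point 1 gene. The 31 genes that changed more than 3-fold with both siRNAs are in purple, 11 at the upper right and 20 at the lower left, and SNHG5 lies at 1.29 and 0.83.

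The siRNAs were also compared with each other. Between the libraries labelled siRNA A and those labelled siRNA B, 5155 genes had an adjusted p-value under 0.05 in limma, 2452 higher with siRNA A and 2703 lower. The share of higher genes was 47.6%, and 27.4% with library totals alone. SNHG5 differed by 0.46 on the log2 scale (SE 0.13, limma, adjusted p = 0.0163), higher with siRNA A.

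The study had found the mRNAs of SPATS2, PITRM1 and GLE1 bound to SNHG5, and asked whether SNHG5 keeps them stable. It measured the mRNA left after transcription was blocked, and the proteins. The values here are mRNA levels without such a block, in libraries where SNHG5 was not lower. They are therefore no test of stability. SPATS2 (ENSG00000123352.12, chromosome 12, 49760367 to 49921208) stood at 88.5 ± 11.1 TMM-scaled CPM in control, 92.4 ± 13.3 with siRNA A and 79.0 ± 11.1 with siRNA B (SD, n = 3 each). Its log2 fold changes of 0.06 (SE 0.14, limma, adjusted p = 0.751) and −0.17 (SE 0.14, limma, adjusted p = 0.396) were within the spread between replicates. With library totals alone the value for siRNA A was −0.31. PITRM1 (ENSG00000107959.10, chromosome 10, 3179920 to 3215033) fell from 105 ± 5.90 CPM to 70.1 ± 3.60 with siRNA A, a log2 fold change of −0.58 (SE 0.09, limma, adjusted p = 2.78e-04). With siRNA B it stood at 89.5 ± 1.34 CPM, a log2 fold change of −0.23 (adjusted p = 0.0651), which passed the threshold under 3 other settings. The difference between the siRNAs was −0.35 (adjusted p = 0.00999). GLE1 (ENSG00000119392.10, chromosome 9, 131266934 to 131306153) had log2 fold changes of −0.34 with siRNA A (SE 0.09, limma, adjusted p = 0.00830) and −0.11 with siRNA B (adjusted p = 0.353). The latter passed the threshold with library totals alone (−0.32, adjusted p = 0.0279). The difference between the siRNAs did not pass the threshold (adjusted p = 0.0714). SPATS2, PITRM1 and GLE1 each overlap genes on the other strand, and the authors' use of strand was not stated.

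The other 6 partners that had been written down in advance gave mixed results. CPNE1 was lower with both siRNAs, by −0.38 and −0.40 on the log2 scale (limma, adjusted p = 0.00888 and 0.0122). SOCS6 was higher with both, by 0.59 and 0.57 (limma, adjusted p = 0.0148 and 0.0257), and neither call was made with library totals alone (0.22 and 0.36, adjusted p = 0.270 and 0.109). The siRNA A call of SOCS6 was also lost without control replicate 1 or siRNA A replicate 2 (0.52 and 0.51, adjusted p = 0.0503 and 0.0563). The siRNA B call was lost after GC correction (0.43, adjusted p = 0.0668) and without control replicate 1, 2 or 3 or siRNA B replicate 1 or 2 (0.35 to 0.60, adjusted p = 0.0582 to 0.0827). DELE1 was higher with siRNA B, by 0.31 (limma, adjusted p = 0.0205). That call was lost with library totals alone (0.11, adjusted p = 0.495) and without control replicate 1 or 3 or siRNA B replicate 1 or 3 (0.27 to 0.31, adjusted p = 0.0558 to 0.0807). With siRNA A DELE1 changed by 0.04 (adjusted p = 0.757), and with library totals alone it was lower (−0.32, adjusted p = 0.0272). IRX4, ZNF335 and WASHC3 passed the threshold with neither siRNA, but did so under other settings. IRX4 was lower with both siRNAs when library totals alone were used, by −0.49 and −0.54 (adjusted p = 0.0112 and 0.0111), and WASHC3 with siRNA A, by −0.49 (adjusted p = 0.00994). After GC correction ZNF335 was higher with both, by 0.50 and 0.44 (adjusted p = 0.00260 and 0.00920). It also passed with siRNA A in DESeq2 (0.30, adjusted p = 0.0413) and with siRNA B without siRNA A replicate 2 (0.28, adjusted p = 0.0367). As a list, the 9 partners had a median log2 fold change of −0.15 with siRNA A (camera, adjusted p = 0.599) and −0.13 with siRNA B (camera, adjusted p = 0.800). The list is a part of the transcripts that the study mapped to SNHG5, so this test does not cover the others. Library totals alone moved the medians most, to −0.49 and −0.32. With siRNA A the median was −0.06 without siRNA A replicate 3 and 0.013 after GC correction, and with siRNA B it was −0.19 without control replicate 3.

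**Figure D2:**
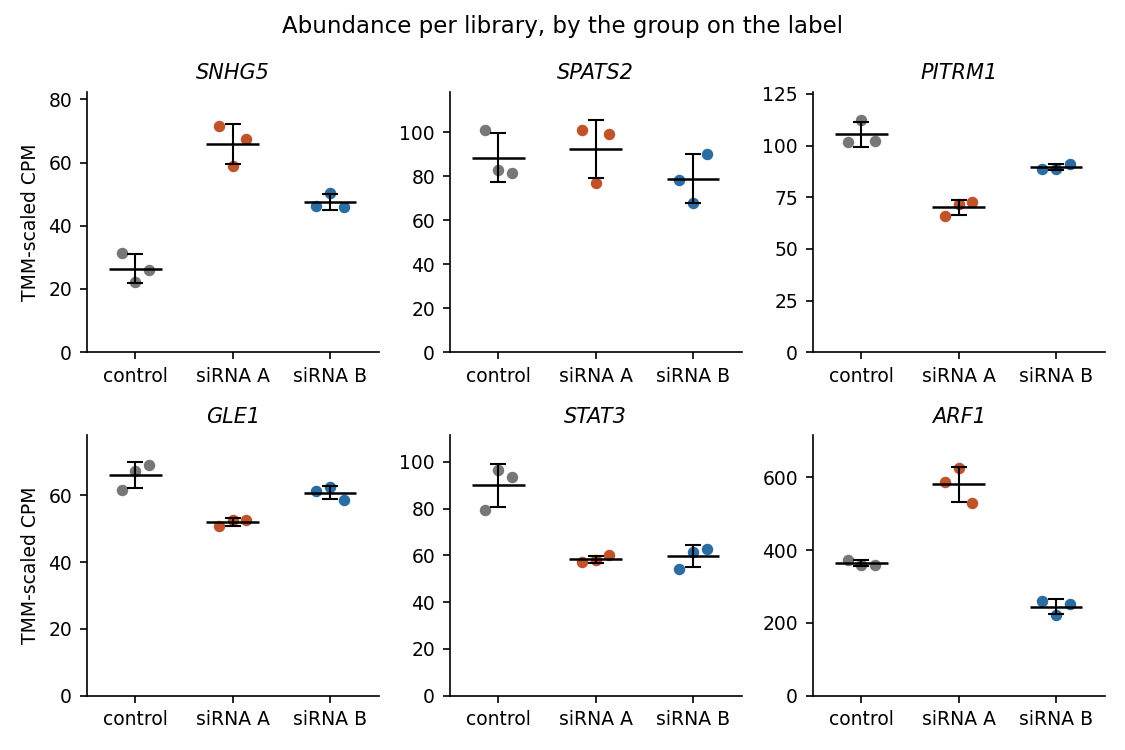
TMM-scaled CPM (vertical axis, from 0) of 6 genes in each of the 9 libraries (points), by the group on the label, with the mean and SD of 3 replicates (bars). SNHG5 averaged 26.5 CPM in control and 65.9 and 47.5 CPM with siRNA A and siRNA B, and ARF1 averaged 364, 581 and 245 CPM.

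Genes that the study tied to decay or survival were examined next. STAU1, which encodes a protein of mRNA decay, was higher with siRNA A, by 0.50 (SE 0.09, limma, adjusted p = 8.22e-04), and with siRNA B, by 0.32 (SE 0.09, limma, adjusted p = 0.0179). Neither call passed the threshold with library totals alone (0.13 and 0.11, adjusted p = 0.284 and 0.434), and the siRNA B call was lost without control replicate 1, 2 or 3 (0.28 to 0.32, adjusted p = 0.0522 to 0.0734). ARF1, used by the study as a known STAU1 target (chromosome 1, 228270409 to 228286913), went in opposite directions. It rose by 0.67 with siRNA A (SE 0.10, limma, adjusted p = 2.71e-04), and with siRNA B its log2 fold change was −0.57 (SE 0.10, limma, adjusted p = 0.00138). STAT3 was lower with both siRNAs, with log2 fold changes of −0.61 (SE 0.10, limma, adjusted p = 5.37e-04) and −0.58 (SE 0.10, limma, adjusted p = 0.00139). BCL2L1 was lower with siRNA B, by −0.78 (SE 0.09, limma, adjusted p = 9.16e-05), and not detectably changed with siRNA A (−0.13, adjusted p = 0.254). It was lower with siRNA A too with library totals alone (−0.50, adjusted p = 0.00195), and after GC correction the value was 0.033 (adjusted p = 0.760). The difference between the siRNAs was 0.65 (adjusted p = 2.92e-04). BCL2 was lower with siRNA A, by −0.52 (SE 0.17, limma, adjusted p = 0.0247), and with siRNA B its log2 fold change of −0.42 did not pass the threshold (limma, adjusted p = 0.0837). It stood between 1.03 and 3.62 CPM in the 9 libraries, where counting error limits any comparison. The siRNA A call was lost without control replicate 2 (−0.38, adjusted p = 0.110) or any 1 of the siRNA A replicates (−0.54 to −0.50, adjusted p = 0.0516 to 0.0628). With siRNA B BCL2 passed without siRNA B replicate 2 (−0.56, adjusted p = 0.0309), with library totals alone (−0.57, adjusted p = 0.0246) and with the replicate block (adjusted p = 0.0489).

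Reference genes for PCR were not constant on this scale. GAPDH rose by 0.89 with siRNA A and by 0.85 with siRNA B (SE 0.15, limma, adjusted p = 4.66e-04 and 0.00119). RPLP0 was higher with siRNA B, by 0.68 (SE 0.12, limma, adjusted p = 9.66e-04), and changed by 0.18 with siRNA A (adjusted p = 0.206). The latter was −0.19 with library totals alone and 0.28 after GC correction (adjusted p = 0.0439). ACTB differed by 0.84 between siRNA A and siRNA B (limma, adjusted p = 8.87e-04), with 0.50 and −0.34 against control. The latter values were 0.13 and −0.55 with library totals alone (adjusted p = 0.412 and 0.00526). HPRT1 was higher by 0.77 and 0.44 (limma, adjusted p = 3.15e-04 and 0.0150). Its siRNA B call was lost with library totals alone (0.23, adjusted p = 0.189), after GC correction (0.36, adjusted p = 0.0536), and without control replicate 2 or 3 or siRNA B replicate 1 or 3 (0.37 to 0.39, adjusted p = 0.0580 to 0.0720). MYC was higher with siRNA A, by 0.68 (SE 0.24, limma, adjusted p = 0.0325). Replicate 2 of siRNA A held 675 CPM against 322 and 344 in the other two, and without it the value was 0.32 (limma, adjusted p = 0.0569). The call was also lost without control replicate 1, 2 or 3 (0.60 to 0.72, adjusted p = 0.0639 to 0.0870) and with library totals alone (0.32, adjusted p = 0.232). With siRNA B MYC changed by −0.34 (adjusted p = 0.304), and passed the threshold without siRNA A replicate 2 (adjusted p = 0.0341).

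The lists fixed in advance were tested with camera. The 18 tested host genes of snoRNAs other than SNHG5 had a median log2 fold change of 0.92 with siRNA A (camera, adjusted p = 2.03e-05) and 0.43 with siRNA B (camera, adjusted p = 4.99e-04), or 0.55 and 0.22 with library totals alone. With siRNA A 13 of them were higher and 0 lower past the threshold, the same numbers when adjusted over the list alone. At an unadjusted p-value under 0.05 the numbers with siRNA A were 13 and 0. With siRNA B 8 were higher and 0 lower, again the same when adjusted over the list alone, and 11 and 1 at an unadjusted p-value under 0.05. The 33 tested p53 targets had a median of 0.51 with siRNA B (camera, adjusted p = 2.17e-08), or 0.31 with library totals alone, with 20 higher and 1 lower, or 23 and 1 adjusted over the list alone. With siRNA A their median was 0.03 (camera, adjusted p = 0.554), with 12 higher and 10 lower, or 12 and 11 adjusted over the list alone. The 27 tested interferon response genes had medians of −0.40 with siRNA A (camera, adjusted p = 0.0394) and −0.43 with siRNA B (camera, adjusted p = 5.01e-05), or −0.69 and −0.60 with library totals alone. They counted 15 and 14 lower genes and 1 higher gene each, with 15 and 17 lower when adjusted over the list alone. The siRNA A call was not made with the replicate number as a block, in a paired fit (adjusted p = 0.0520). It was also lost among genes with at least 10 reads in every library (−0.30, adjusted p = 0.108) and without control replicate 1, 2 or 3 or siRNA A replicate 1 (−0.42 to −0.34, adjusted p = 0.0545 to 0.129).

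The other lists passed the threshold with neither siRNA, but some did so under other settings. The STAT3 pathway had medians of 0.43 and 0.07 (camera, adjusted p = 0.106 and 0.877). DNA replication had −0.20 and −0.04 (adjusted p = 0.106 and 0.380), and mitosis −0.19 and 0.13 (adjusted p = 0.108 and 0.312). All 3 passed with siRNA A when library totals alone were used, at medians of 0.076, −0.56 and −0.55 (adjusted p = 0.0180, 0.0180 and 0.0207), and with GC correction and the replicate block together (adjusted p = 0.0325, 0.0325 and 0.00594). Mitosis with siRNA A also passed after GC correction (−0.24, adjusted p = 0.0145) and without siRNA A replicate 3 (−0.24, adjusted p = 0.0499). Adjusted over the list alone, with siRNA A 14 STAT3 pathway genes were higher and 6 lower, 6 DNA replication genes higher and 14 lower, and 1 mitosis gene higher and 13 lower. With siRNA B 7 and 7, 5 and 10, and 4 and 3 genes were higher and lower in the same lists. Of the partners of SNHG5, 1 was higher and 3 lower with siRNA A, and 3 were higher and 3 lower with siRNA B, adjusted over the list alone. With library totals alone the medians of p53 targets with siRNA A (−0.31), of the STAT3 pathway with siRNA B (−0.13) and of mitosis with siRNA B (−0.08) changed sign. Medians near 0 also changed sign when 1 library was left out. This held for p53 targets with siRNA A without control replicate 1 (−0.05) or siRNA A replicate 3 (−0.017), and for the STAT3 pathway with siRNA B without control replicate 1 (−0.0061) or siRNA B replicate 2 (−0.016). It also held for DNA replication with siRNA B without siRNA B replicate 2 (0.029). After GC correction the p53 targets with siRNA A stood at −0.019. The 5 calls of camera were also made by fry, and of them only the p53 targets with siRNA B passed with the inter-gene correlation estimated (adjusted p = 0.00986).

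**Figure D3:**
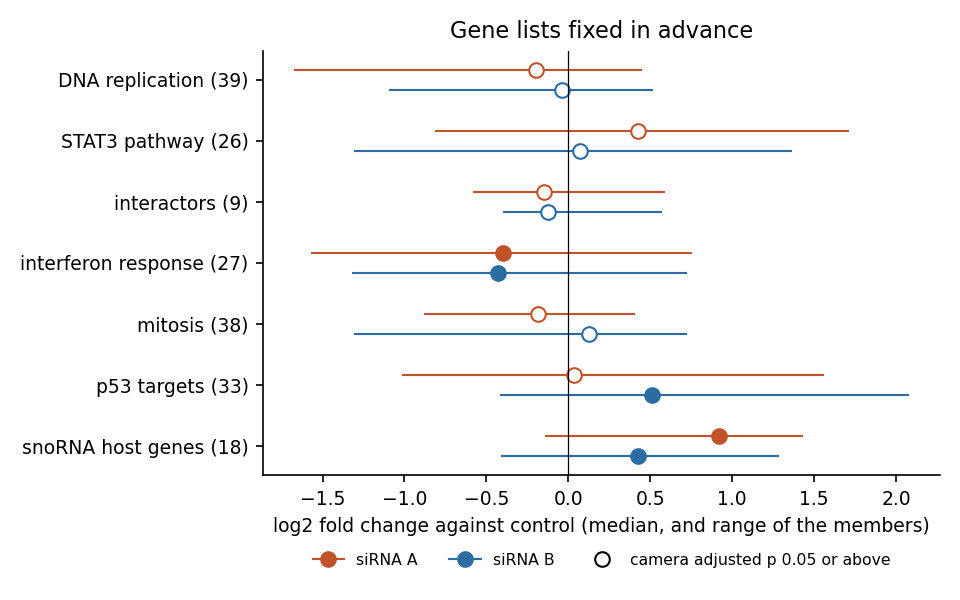
Median log2 fold change against control (circles) and range over the tested members (lines) of the 7 lists, with the number of tested genes in parentheses, for siRNA A and siRNA B. Filled circles have a camera adjusted p-value under 0.05, which holds for 5 of the 14 tests, and snoRNA host genes lie at 0.92 and 0.43. With library totals alone, 3 of the medians change sign: p53 targets with siRNA A, and the STAT3 pathway and mitosis with siRNA B.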

Values the study reported

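The study reported that its siRNAs reduced SNHG5 with knockdown efficiencies of more than 75%. It reported 150 genes that were significantly deregulated by both siRNAs at a fold change of more than 3 and a false discovery rate under 0.05. Elsewhere the study gives the limit for this overlap as a log2 fold change of more than 3. Cells were analysed 36 h after transfection.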

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

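ARF1 and the gene lists stood out because the effect of siRNA A and the effect of siRNA B against the same control differed in a test of the difference itself. The count of genes that went in opposite directions stood out by its selection. Groups of 3 libraries were too small to search for single outlying libraries. The tests against GC content and scaling were chosen after the differences had been seen. Directions are between libraries as labelled, since SNHG5 itself went against the labels.

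ARF1 rose with siRNA A and fell with siRNA B, and the difference between the siRNAs was 1.24 on the log2 scale (limma, adjusted p = 1.37e-05). All 3 libraries labelled siRNA A lay above all 3 control libraries in CPM, at 484 to 533 against 397 to 429, and all 3 labelled siRNA B lay below, at 211 to 269.5. Scaling by all genes was argued against, because the smallest difference over 3 such scalings was 1.09, with both directions kept. Scaling to reference genes was not run for ARF1. GAPDH rose by 0.89 with siRNA A, more than ARF1 with 0.67, so relative to GAPDH the rise of ARF1 is not kept. Between the siRNAs GAPDH differed by 0.04, so the difference of ARF1 does not hang on that gene. A GC trend was argued against as well, because the difference was 1.28 after the correction. Across all 20 settings run, the adjusted p-value of the difference ran from 2.55e-31 (DESeq2) to 1.25e-04. The 3′ UTR of ARF1, of 1199 bases, held 0 of the GGACGA and GTGGAC sites described under the other observations. ARF1 was named in advance as a target of decay through STAU1, but STAU1 rose with both siRNAs and did not differ detectably between them (0.18, adjusted p = 0.142). A sequence-specific effect of either siRNA on ARF1, directly or through another gene, stays open and was not tested.

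In opposite directions 246 genes passed the threshold with both siRNAs, 144 of them higher with siRNA A and 102 lower. A difference between the siRNAs follows from that selection and is no further evidence. Their median absolute difference was 1.04 on the log2 scale. The number was 120 with library totals alone, 49 higher with siRNA A and 71 lower, so the larger part changed sides. It was 282 after GC correction. It was 376 with the replicate block and 443 with the block and GC correction. Without control replicate 1, 2 or 3 it was 155, 137 and 118. Without 1 of the siRNA libraries it ran from 167 (siRNA B replicate 1) to 247 (siRNA B replicate 2). So it also depended on single libraries, and most on those of the control. Which of scaling, control libraries and siRNA sequence accounts for these genes was not tested.

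The median log2 difference between siRNA A and siRNA B was −0.53 for p53 targets (camera, adjusted p = 2.17e-04), −0.26 for mitosis (adjusted p = 0.00689), 0.40 for the STAT3 pathway (adjusted p = 0.0129) and 0.28 for snoRNA host genes (adjusted p = 0.0187). After GC correction the highest of these 4 adjusted p-values was 0.0240, which argues against a GC trend as the whole cause. With library totals alone all 4 medians kept their signs, at −0.68, −0.42, 0.25 and 0.13. With the inter-gene correlation estimated, the p53 targets passed (adjusted p = 0.0323) and the other lists did not, at adjusted p-values up to 0.484. The p53 list rose with siRNA B in 20 of 33 genes and went both ways with siRNA A. A p53 response specific to the libraries labelled siRNA B may be the reason, as a hypothesis. After GC correction the p53 targets still differed between the siRNAs (adjusted p = 1.59e-04). Off-target repression and a difference in transfection between the groups stay open, and neither was tested for this list.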

How the results depend on the processing

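The 25 results that answer a comparison were recomputed under 505 alternative fits or tests, and 457 kept the direction of their test and their side of the threshold or stayed within 1.5 times the count or, for the correlation, within its spread. For a gene list the direction is that against the other genes. The median of a list itself changed sign in 12 of 266 recomputed list tests, 0 of them past the threshold, and 10 of these 12 kept the direction of the test. The rise of SNHG5 with siRNA A passed the threshold in all 22 of its alternatives, from 0.43 to 1.42 on the log2 scale. With siRNA B it did not pass when scaled to GAPDH (0.0086) or to the mean of GAPDH, RPLP0 and HPRT1 (0.20), because these genes themselves rose on the TMM scale, and the other alternatives gave 0.63 to 0.95. Leaving out 1 library gave 1.16 to 1.42 and 0.70 to 0.95. The edgeR test on recovered reads, the GC corrections and the scalings to these genes were chosen after seeing the data.

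The number of genes past an adjusted p-value of 0.05 in each comparison, and in both siRNAs in the same direction, moved by over 1.5 times only under the stricter threshold of 0.01, which by construction calls fewer genes. It gave 2714 for siRNA B, 2989 between the siRNAs and 1670 in both siRNAs together. Library totals alone moved the split into higher and lower of each of these numbers, as given with the comparisons above. The 246 genes past 0.05 in opposite directions became 120 with library totals alone, 376 with the replicate block and 443 with the block and GC correction.

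Counts with a fold change over 3 depended on how low values were treated. For siRNA A the count of 190 became 374 with library totals alone, 447 with a pseudocount of 0.1, 477 with DESeq2 and 485 with the edgeR test. For siRNA B 82 became 173, 191 and 187 under the last 3 of these. For both siRNAs 31 became 54, 80, 89 and 86 in the same order, and 20 after GC correction, with or without the replicate block. A pseudocount of 1 draws low values together, which by its construction lowers their fold changes. For library totals and GC content the cause was not tested. In the main fit, an absolute log2 fold change over 3 left 3 genes for siRNA A (CXCL8, EID3 and CCN1) and 1 for siRNA B (HMOX1). It left 0 for both, also 0 at an unadjusted p-value under 0.05. A test against a fold change of 3 (treat) left 9 for siRNA A, 5 for siRNA B and 1 for both, which was ADI1. The 5 were ADI1, CDC34, GLRX5, BTG3 and EIF3B, the last 2 named after their values were seen.

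With different control libraries for each siRNA the correlation between the siRNAs was 0.551, by construction free of shared control libraries but not of the shared control siRNA. Its other alternatives ran from 0.606 to 0.659.

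Leaving out 1 library at a time moved none of the totals of calls in a comparison by over 1.5 times, but some parts of them. The 246 genes in opposite directions ran from 118 to 247, with 118 without control replicate 3, 137 without control replicate 2 and 155 without control replicate 1. Without control replicate 2 the 2172 genes higher with siRNA B became 1395, the 1424 higher with both 920, and the 11 higher over 3-fold with both 6. Calls ran from 5936 to 7671 for siRNA A, from 3399 to 4933 for siRNA B and from 3996 to 5106 between the siRNAs. Genes with a fold change over 3 in both ran from 23 to 38. The interferon list with siRNA A had medians from −0.46 to −0.34 and lost its call without control replicate 1, 2 or 3 or siRNA A replicate 1, at adjusted p-values of 0.0545 to 0.129. The mitosis list with siRNA A ran from −0.24 to −0.12 and passed without siRNA A replicate 3 (0.0499). With siRNA B the mitosis list ran from 0.053 to 0.18 and never passed. The STAT3 pathway with siRNA B ran from −0.016 to 0.093 and reversed without control replicate 1 (−0.0061) or siRNA B replicate 2 (−0.016), never past the threshold.

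With the replicate number as a replicate block, calls rose to 8093 for siRNA A, 5791 for siRNA B, 6229 between the siRNAs and 3754 in both. The interferon list with siRNA A (−0.40) was no longer called in that paired fit, and BCL2 with siRNA B (−0.42) was. The block changed no other call. Between control and siRNA B same-numbered libraries correlated by 0.17, 0.44 and −0.39, and between the siRNAs by 0.20, 0.44 and 0.02. So the numbers did not pair the siRNA B libraries throughout. By the same measure siRNA B replicate 3 went with control replicate 1 (0.68) and siRNA A replicate 1 (0.59). The block by number kept those libraries apart, and a block by likeness was not fitted. GC correction with the block brought DNA replication (−0.19), mitosis (−0.24) and the STAT3 pathway (0.39) past the threshold with siRNA A, and GC correction alone mitosis (−0.24). The cause was not tested.

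With library totals alone, DNA replication (−0.56), mitosis (−0.55) and the STAT3 pathway (0.076) passed with siRNA A. The cause was not tested. With at least 10 reads in every library the interferon list with siRNA A (−0.30) was not called, among fewer genes. With fry the partners of SNHG5 (−0.15) and the STAT3 pathway (0.43) passed with siRNA A, and the STAT3 pathway with siRNA B, at a median of 0.072, had the direction reversed without passing. Fry tests a list against no change and camera against the other genes, which by construction can give other calls. With the inter-gene correlation estimated, snoRNA host genes (0.92 and 0.43) and interferon genes (−0.40 and −0.43) were not called with either siRNA, because the wider correlation enters the error by construction.

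Of 34 named genes besides SNHG5, 42 of 68 fold changes kept their call under every alternative. Among 1360 recomputed values 36 lost the threshold, 26 gained it and 15 reversed, none of those past the threshold in both settings. With library totals alone SPATS2 (−0.31), ZNF335 (−0.10), DELE1 (−0.32) and RPLP0 (−0.19) reversed with siRNA A. After GC correction, with or without the block, IRX4 (0.13) and BCL2L1 (0.033) reversed with siRNA A and TMEM54 (0.14) with siRNA B. Across the fits that left out 1 library, SPATS2 ran from −0.0081 to 0.18 and DELE1 from −0.0014 to 0.058 with siRNA A. With siRNA B SPATS2 ran from −0.26 to −0.063 and TMEM54 from −0.12 to 0.031. The cause was not tested. BCL2, a gene with few reads, lost its call with siRNA A in 4 of 9 such fits. Whether depth was the reason was not tested.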

Other observations

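The tests in this part on SNHG5, on single sequences in 3′ UTRs and on the shared changes were chosen after the results had been seen. The splits of the libraries and the first scan for siRNA seed sequences had been written down before.

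The number of genes that changed more than 3-fold with both siRNAs was 31 here. That is lower than the value quoted from the study above. With a limit of 3 on the log2 scale, also quoted above, the number here was 0 in the main fit. That is lower as well. No count at that limit is given for other settings, where EID3 reached up to 3.93 with siRNA A and 3.07 with siRNA B. SNHG5 changed by 1.29 and 0.83 on the log2 scale with siRNA A and siRNA B. That is in the opposite direction to the knockdown quoted from the study above. The knockdown was measured by PCR against GAPDH, at a higher siRNA concentration than the one on the labels of these libraries. With scaling to GAPDH the values here were 0.43 and 0.0086, a rise with siRNA A and no detected change with siRNA B. Because the concentrations differ, these values and that knockdown are not a like-for-like comparison. Whether the concentration accounts for the difference was not tested.

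The rise of SNHG5 in the libraries labelled as knock-downs is the result most at odds with the design. Scaling by all genes was argued against, as the lowest rise over both siRNAs and 3 such scalings was 0.63. Scaled to GAPDH, or to the mean of GAPDH, RPLP0 and HPRT1, the rise with siRNA A stayed past the threshold, at 0.43 or more. With siRNA B the lower value was 0.0086, and a rise of SNHG5 cannot be told apart from a fall of most other transcripts relative to these genes without an external standard. A 2-fold or larger loss hidden by the scaling was argued against, as the lowest value over both siRNAs and 5 scalings was 0.0086. A GC trend was argued against too, as the lower of the rises was 0.82 after GC correction. The other host genes of snoRNAs rose as well, and SNHG5 lay inside their range: 14 of the 18 lay below it with siRNA A and 16 with siRNA B. A rise shared by host transcripts may therefore be part of the rise of SNHG5, as a hypothesis. SNHG5 lay at most 0.45 on the log2 scale under the highest of them, over both siRNAs, where a 2-fold loss from that level would give 1. A 2-fold loss hidden under such a rise would thus need SNHG5 to have risen more than any other host before the loss. How far SNHG5 would have risen without a loss was not measured, so this comparison cannot exclude one. Reads of exons, introns and cleaved fragments were not separated in a table of gene totals, so a loss of the spliced transcript alone stays open.

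An exchange of the control and siRNA A labels would turn the rise with siRNA A into a fall, and it would also leave SNHG5 lower in the libraries labelled siRNA B, by the 0.46 between those groups. It was tested with the 3′ UTR sequence GGACGA, which also lies in SNHG5. Genes with that site had a median log2 fold change of −0.33 in the libraries labelled siRNA A, against −0.01 for genes without it. The site had been picked because it ranked 1 of 4096 for lower genes with siRNA A. The lower median therefore follows from the choice. Of what was examined here, only its presence in SNHG5 could argue against an exchange. An siRNA directed there would lower such genes in its own libraries. However, TTACAAA also lies in SNHG5, and its genes were lower in the control libraries, as described below for ATTACAA. Labels in place and labels exchanged cannot be told apart by these sequences alone, because the sequences of the siRNAs were not used here. The study lists the sequences of its siRNAs, but the labels do not link them to siRNA A or siRNA B. Even without that link, comparing the listed sequences with these sites could bear on an exchange. That comparison was not made, so the question is left open for want of it.

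Small interfering RNAs can repress other mRNAs through pairing of their seed, the first bases of the guide strand, with 3′ UTRs. If that were so here, a 7-base sequence of SNHG5 would rank first among all 7-base sequences for lower genes. With siRNA B the sequence TGTGGAC did, at rank 1 of 16337 (z = −10.3, in 1388 genes), against rank 1628 with siRNA A. With siRNA A the best sequence of SNHG5, TGGACGA, was only at rank 17, so the 7-base test left a seed effect undecided there. Among 6-base sequences GGACGA ranked 1 of 4096 with siRNA A (z = −9.97, in 725 genes) and GTGGAC ranked 1 with siRNA B (z = −13.4, in 2942 genes). Between the siRNAs, GGACGA had the lowest z of all (−5.38) and GTGGAC the highest (8.62). So GGACGA was stronger with siRNA A and GTGGAC with siRNA B. The sites were not exclusive: GGACGA also ranked 6 with siRNA B (z = −6.31). TGGACG, which overlaps both, ranked 2 with siRNA A and 2 with siRNA B (z = −8.06 and −9.33), and its z between the siRNAs was 0.16. Repression through siRNA seeds may explain part of the lower genes. Whether either site pairs with the seed of siRNA A or of siRNA B was not checked against the siRNA sequences. GGACGA was present in 21.8% of the 124 genes that fell more than 3-fold with siRNA A, against 6.0% of the other genes. GTGGAC was present in 45.2% of 62 such genes with siRNA B, against 24.8% of the others. SPATS2, PITRM1 and GLE1 had 0 of either site in their 3′ UTRs.

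Both sites occur in SNHG5, together in TGTGGACGA on chromosome 6 from 86387569 to 86387577 (GRCh37, minus strand), in exon 4 of 6. Of all 6-base sequences, 10.1% occur in SNHG5. Whether the seeds came from that place stays open, because the 7-base extensions did not all point there. For GGACGA, z between the siRNAs was −5.83 for AGGACGA, which is not in SNHG5, against −1.72 for TGGACGA, which is. Genes with TGGACGA were lower with siRNA A and with siRNA B (z = −5.76 and −4.97). Its small z between the siRNAs is therefore no evidence against SNHG5. Against control, AGGACGA was still the stronger with siRNA A (z = −7.28). For GTGGAC the sides differed: TGTGGAC, which is in SNHG5, had a z of 6.85 between the siRNAs, at rank 2 from the top, while GTGGACT, which is not, had 9.13 at rank 1, against 3.41 for GTGGACG, which is.

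The reverse was seen for ATTACAA, whose genes were higher with both siRNAs. It ranked 1 from the top of 16337 sequences with siRNA A (z = 8.38) and 2 with siRNA B (z = 9.25). Between the siRNAs its z was 1.04, so it did not separate them. The lower z after GC correction was 7.99, which argues against GC bias. The libraries common to both comparisons are the control ones, and repression by the control siRNA through its own seed is a candidate explanation. The z of 1.04 is what such repression would give, and an exchange of labels would give the site another origin.

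The correlation of both siRNAs across genes, 0.63, exceeded what shared controls gave in simulation. With different control libraries for each siRNA it was 0.551, which argues against shared control libraries as the whole cause. All control libraries received the same control siRNA, so an effect of that siRNA stays in this value. Among the 5607 genes with none of GGACGA, GTGGAC, TGGACG and TTACAA in the 3′ UTR it was 0.615, against 0.629 in all 11790 genes with a 3′ UTR. After GC correction it was 0.609. Log2 fold changes fell with the GC content of the transcript, with Spearman correlations across genes of −0.25 for siRNA A and −0.23 for siRNA B. With the correction 7036 and 4741 genes were called, of which 6095 and 4082 were also called without it. A response common to both siRNAs and absent from the control siRNA may remain after these tests (0.551, 0.615 and 0.609). The rise of SNHG5 leaves open whether depletion of SNHG5 was that response.

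Other splits of the libraries gave few genes. For siRNA A against control, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes (7173 when only these groups were fitted), and the highest other split gave 2. For siRNA B against control 1 of 10 did (4508, highest other 0). At an unadjusted p-value under 0.05 the other splits there gave 23 to 1754 genes, against 6076. Between the siRNAs 1 of 10 did (4589, highest other 2). With 10 splits the share cannot fall below 10%, so chance cannot be told apart by this count alone. Control and siRNA A libraries are paired by their numbers, and the 3 other splits that part all their pairs gave 0 genes (7 to 20 at an unadjusted p-value under 0.05). For the mean of both siRNAs, 2 of the 84 splits of 9 libraries into 3 and 6 gave as many genes as the real one (3715). The other was the split of the 3 libraries labelled siRNA A from the remaining 6, with 4195, while that of siRNA B gave 819. The control group was therefore not the group set furthest apart by this count.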
